A study of Mus musculus with 7 samples. Its data were reported in "Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34+ stromal cell subsets" (2022).

How the data were processed

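Mesenteric lymph nodes (mLN, the nodes that drain the gut) were taken from specific pathogen free BALB/c mice at 5 ages, which were days 0, 10, 24, 56 and 300 after birth (D0, D10, D24, D56 and D300). The nodes were digested with enzymes. Cells negative for CD45, carried by blood cells, and for CD24 were sorted by FACS, which leaves endothelial cells and stromal cells (SCs). Single-cell libraries were made with droplet 3′ chemistry (10x Genomics, version 2 reagents), in which each captured RNA molecule receives a unique molecular identifier (UMI). The labels list 7 samples, with 1 library each at D0, D10 and D24 and 2 each at D56 and D300. The figure legends of the study instead give 1 replicate at D300, a difference that the counts cannot resolve.

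The authors processed the reads with Cell Ranger and deposited raw UMI counts per gene and cell as a single merged matrix of 27998 gene symbols and 17692 cells. All values were whole numbers, and no normalization or correction had been applied. The cell names give the age and a running number, so nothing tells the libraries of D56 or of D300 apart. Each of these ages was therefore treated as 1 sample, which leaves 5 samples, 1 per age. The study credits its D56 data to an earlier publication, so the reference of all ratios was published before the other ages. All columns of the matrix were used. The genome build behind the counts was not stated for these libraries. Gene positions below come from GENCODE vM21 on GRCm38, which contained 26646 of the 27998 symbols (95.2%).

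Cells with 1000 to 4600 detected genes and at most 4.5% of UMIs from mitochondrial genes were kept, which are the limits the study used. These limits had not been applied to the deposited matrix. They left 13197 of the 17692 cells, and the limits on genes alone left 15814. At D0, D10, D24, D56 and D300, 3713 of 4616, 1967 of 2562, 1719 of 2202, 3682 of 5438 and 2116 of 2874 cells were kept.

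Clustering followed the study's settings in R 4.3.3 with Seurat 5.3.0. Counts were log-normalized, the 2000 most variable genes were scaled with UMIs per cell, mitochondrial share, ribosomal share and both cell cycle scores regressed out, and the ages were aligned by canonical correlation analysis over 12 dimensions. Clusters of all kept cells were found at resolution 1.1. Clusters at a mean log Pecam1 of at least 1 were called endothelial, and the other cells were clustered again at resolution 1.0. The transcription factors tested between classes were kept out of the variable genes. The clustering code of the study was not rerun in its original version, so class names and sizes here are rebuilt and differences from the study can come from that.

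Clusters were named from marker lists, and a name with "-like" means that the cluster's leading genes carried those markers. The marker lists, the gene lists, the tests, the rule for naming genes and the alternative settings (except those named below as later) were fixed before the data were examined. The scoring limits were set after the data were seen. These are the Pecam1 limit as applied here, at least 3 detected markers, detection in 25% of the cells of a cluster, the top 10 genes by fold with 20 CPM (counts scaled to the same UMI total) added, 3 leading markers where the mean fold of another class was higher, and 80% of cells with Col1a2 for an unnamed cluster to count as stromal. All 13 clusters of non-endothelial cells received a name. A cluster of 125 cells led by the perivascular gene Rgs5 stayed with the endothelial cells because of its Pecam1 level (9, 23, 21, 18 and 54 cells from D0 to D300), and a mixed cluster of 37 cells was left out (18, 2, 1, 2 and 14 cells). Heat-shock genes (Dnajb1, Bag3, Hspa1a) led 1 of the fibroblastic reticular cell (FRC)-like clusters, inflammatory genes (Il6, Cxcl2, Ptgs2) led another, and Ptx3, Has1 and Mt2 led 1 of the CD34-like clusters. The endothelial cells made up 10.7%, 22.1%, 36.0%, 24.9% and 32.1% of the kept cells in age order.

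Doublets were sought per age with Scrublet in scanpy 1.11.5. The automatic threshold marked 68 of 17692 cells (0.384%), which is too few for the caller to have worked, so no cell was removed as a doublet in the reported values. Leaving out the marked cells and leaving out the highest 5% of scores per age were both run as alternatives, the latter chosen after the data were seen.

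For the age comparisons the raw counts of FRC-like, CD34-like and mesothelial-like cells were summed per age (called the stromal pool, 7365 cells), leaving out endothelial, perivascular-like and adjacent-tissue-like cells as the study did. Without alignment the pool also kept cycling and Schwann-like clusters (134 of 758 cells at D0). With no filter on cells it also kept an unnamed cluster of 266 cells. Each age was set against D56. With 1 sample per age no test was possible for these pairs. Values are CPM with exact Poisson intervals at 95%, and ratios carry intervals derived from both counts. A ratio against 0 counts was computed against 3 counts over the D56 pool and is given as a lower bound. Genes were named by rule as the 3 largest rises and the 3 largest falls among genes of at least 50 CPM in the higher age. TMM factors of the 5 pools were 1.10, 1.09, 1.03, 0.951 and 0.852 in age order. The CPM ratios do not carry them, and they would shift log2 ratios to D56 by -0.22 at D0, -0.20 at D10, -0.11 at D24 and 0.16 at D300.

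Tests on summed counts used the quasi-likelihood F test of edgeR 4.0.16 with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The comparison of early (D0, D10, D24) with adult ages (D56, D300) used the stromal pool. FRC-like and CD34-like sums were compared with the age as a block, in all 5 ages, each of which had at least 20 cells of both classes. Their difference was also tested for an interaction with early against adult age. For tested comparisons, named genes were the 3 largest rises and falls past the threshold with at least 50 CPM in the higher group and no overlap between groups (or the same sign in every age), without clustering and marker genes for the class comparison. DESeq2 1.42.0 was run as an alternative.

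Shares of cells carry exact Clopper-Pearson intervals at 95%. A share of 0 carries the share that 3 cells would give as its limit. Fewer than 6 samples could be told apart, so no test across ages was made for shares. Cycling cells had at least 2 UMIs over Cdk1, Top2a, Mki67, Birc5, Ube2c and Nusap1 after each cell had been thinned to 2000 UMIs, and cells with fewer UMIs were left out. All intervals cover counting error only, not variation between mice or libraries.

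Each test was tested once on simulated data with 200 genes changed by a log2 of 2. The changed genes were drawn from those with a mean of at least 50 CPM, so recovery of lower genes was not measured. No other differences between ages or classes were simulated. For early against adult ages over 12846 genes, edgeR recovered 135 of them with 6 false calls and DESeq2 recovered 190 with 54 false calls. For FRC-like against CD34-like cells over 11606 genes, edgeR recovered 199 with 16 false calls and DESeq2 198 with 23. For the interaction over 11606 genes, edgeR recovered 180 with 22 false calls and DESeq2 191 with 18.

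The alternatives were size factors in place of TMM (RLE), DESeq2, no filter on low counts, no filter on cells, both treatments of doublets, no alignment of ages, clustering at resolution 0.5, clustering without age-dependent genes, other sets of summed cells, no age block, a slope on log2 of age in days plus 1, other cycling thresholds and leaving out each age. Restricting D10 to cells with Xist and no Y-linked UMI, endothelial sums for the early and adult comparison, the slope by DESeq2, and cycling without alignment were added after the data were seen. Medians of gene lists were ranked among 10000 random lists of the same size matched on mean expression. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Trajectory inference, the other tissues and genotypes of the study, and its bulk data were not analysed here. Results for some genes are not reported here.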

Results

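To follow the stromal cell composition of the mLN after birth, transcriptomes of CD45-negative, CD24-negative cells from 5 ages were analysed, with 1 sample per age since the libraries of D56 and of D300 could not be told apart. The kept cells held 29430992 UMIs at D0, 14883379 at D10, 12658225 at D24, 23089081 at D56 and 10116247 at D300. The median UMI count per kept cell fell with age from 7497 at D0 through 7262, 6779 and 5862 to 4292.5 at D300, and the median number of detected genes fell from 2623 to 1564.5. Differences between single ages thus carry no replicate check, and depth differs most between D0 and D300.

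Of the 13197 kept cells, 10113 were non-endothelial and 3047 endothelial. The non-endothelial cells comprised 4500 FRC-like cells, 2674 CD34-like cells, 2100 adjacent-tissue-like fibroblasts, 648 perivascular-like cells and 191 mesothelial-like cells. The FRC-like cells (fibroblastic reticular cells, which form the scaffold of the node) were led by Ccl19, Ccl21a, Cxcl12, Inmt, Il6 or Cxcl13, depending on the cluster. The CD34-like clusters were led by Pi16, Ackr3, Dpep1, Ly6c1 or Col15a1, and the adjacent-tissue-like clusters by Mfap4, Sfrp1 and Prss35.

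The comparison of class shares asked how the makeup of the non-endothelial pool changed between birth and old age. FRC-like cells made up 23.1% of 3298 non-endothelial cells at D0 (exact 95% interval 21.7 to 24.6), 60.5% of 1530 at D10 (58.0 to 63.0), 41.4% of 1100 at D24 (38.4 to 44.3), 50.1% of 2762 at D56 (48.2 to 52.0) and 68.4% of 1423 at D300 (65.9 to 70.8). CD34-like cells made up 28.2%, 10.8%, 38.5%, 35.0% and 13.3% in the same order. Adjacent-tissue-like cells fell from 37.1% at D0 to 17.3% at D10 and lay at 12.4% at D24, 10.6% at D56 and 185 of 1423 cells at D300. Perivascular-like cells were 8.73% at D0, 9.67% at D10, 3.55% at D24, 3.69% at D56 and 4.99% at D300. At resolution 0.5 FRC-like cells were 42.1% at D56 and 51.2% at D300, while a cluster of 1105 cells led by heat-shock genes (Dnajb1, Bag3, Hspa1a) received no name and held 12.5% and 24.6% of the non-endothelial cells at these ages. As a share of FRC-like and CD34-like cells together, CD34-like cells amounted to 54.9% at D0 (52.5 to 57.3), 15.1% at D10 (13.05 to 17.4), 48.2% at D24 (44.9 to 51.6), 41.1% at D56 (39.2 to 43.2) and 16.3% at D300 (14.2 to 18.5).

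Genes that define these classes also differ between ages, so the cells were clustered again after 2136 genes with a fitted log2 difference of at least 1 between early and adult ages had been left out, which removed 865 of the 2000 variable genes. The share of CD34-like cells among both classes was then 51.1% at D0, 15.1% at D10, 47.3% at D24, 39.0% at D56 and 15.05% at D300. The ages were again aligned, and the new clusters were still named with all 151 markers. Of these markers, 90 were among the genes left out of clustering. The similar shares therefore do not show that the class names are free of age-dependent genes. Leaving out the alignment of ages moved the CD34-like share of both classes most. Without it the CD34-like share of both classes was 7.47% at D0 (5.32 to 10.2) and 2.41% at D10 (1.62 to 3.44), against 55.6% at D24, 49.0% at D56 and 23.5% at D300. At resolution 0.5 with aligned ages it was 49.0% at D0 (46.6 to 51.4) and 50.2% at D24 (46.8 to 53.7). The D0 share therefore depended most on whether the ages were aligned, and the order of D0 and D24 depended on the clustering. The share at D10 was below that at D24 in all of these.

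**Figure D1:**
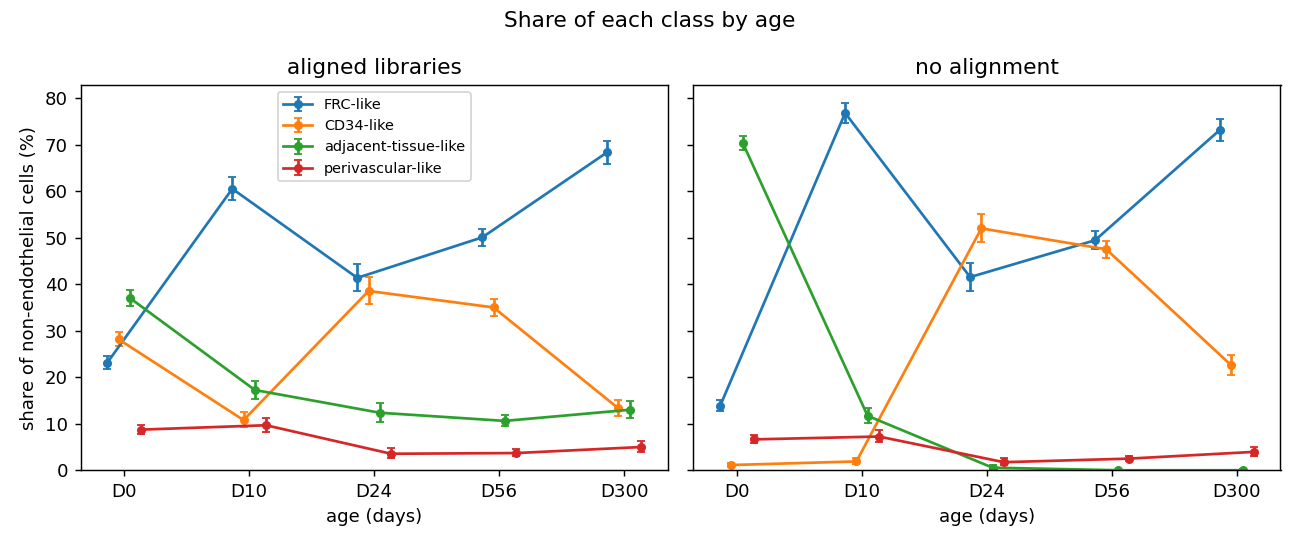
Share of 4 classes among non-endothelial cells (%, vertical axis) at each of 5 ages (horizontal axis, equally spaced and not to scale in days), with aligned ages on the left and without alignment on the right; points are 1 sample per age and bars exact 95% binomial intervals. The CD34-like share at D0 was 28.2% with alignment and 1.12% without it, while the FRC-like share at D300 was 68.4% and 73.2%.

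A cluster of FRC-like cells carried markers of lymphoid tissue organizer cells (LTo, the stromal cells that start lymph node formation), among them Cxcl13, Madcam1 and Pthlh. It held 29.2% of FRC-like cells at D0 (26.0 to 32.6), 13.2% at D10 (11.1 to 15.5), 10.1% at D24 (7.50 to 13.3), 12.9% at D56 (11.1 to 14.8) and 10.1% at D300 (8.25 to 12.1). Without alignment the corresponding cluster held 74.0% at D0 and 2.98% at D10, and at the later ages at most 0.439%. At resolution 0.5 and without age-dependent genes no cluster received this name.

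The share of cycling cells was measured because dividing cells had been described around birth. After thinning to 2000 UMIs, 169 of 1788 cells of the stromal pool were cycling at D0, or 9.45% (8.14 to 10.9). The share was 3.76% at D10 (42 of 1118, 2.72 to 5.04) and 0.762% at D24 (7 of 919, 0.307 to 1.56). No cycling cell was found among 2360 cells at D56, which allows a share of up to 0.127% by this measure, or among 1167 at D300, which allows up to 0.257%. Thinning left out 6 cells at D24 and 7 at D56. Without thinning the shares were 19.5%, 9.57%, 2.05%, 0.676% and 0.171%. At D0, 14.7% of FRC-like cells (12.2 to 17.4) and 5.06% of CD34-like cells (3.74 to 6.67) were cycling. The intervals of both classes did not overlap at D0. Without alignment the order at D0 was reversed, again with intervals that did not overlap. There 18.3% of FRC-like cells (84 of 458, 14.9 to 22.2) and 48.6% of CD34-like cells (18 of 37, 31.9 to 65.6) were cycling. These shares leave out 89 D0 cells that formed a cycling cluster of neither class. Which class cycled more at D0 therefore depended on the alignment. With alignment the intervals overlapped at D10 (4.10% and 1.21%) and D24 (0.885% and 0.713%), and the class difference at D0 has no replicate check. The 6 cycling genes together amounted to 377, 192, 35.0, 9.34 and 4.70 CPM in the stromal pool, in the same order as the shares.

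Endothelial cells of the same samples showed cycling shares of 9.07% at D0 (6.43 to 12.3), 9.24% at D10 (6.68 to 12.4), 2.12% at D24, 0.112% at D56 and 0.151% at D300. Their median depths were 7539, 6957, 6010, 4550 and 3839 UMIs, against 7741.5, 7748, 7606, 6545.5 and 4699 in the stromal pool. The stromal share at D10 was below the endothelial one with intervals that did not overlap. Endothelial cells also divide, so they give no level of free RNA for these genes. Requiring at least 1 UMI moved the shares to 20.02%, 11.7%, 3.59%, 1.69% and 0.771%, and the order of the ages stayed as above.

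**Figure D2:**
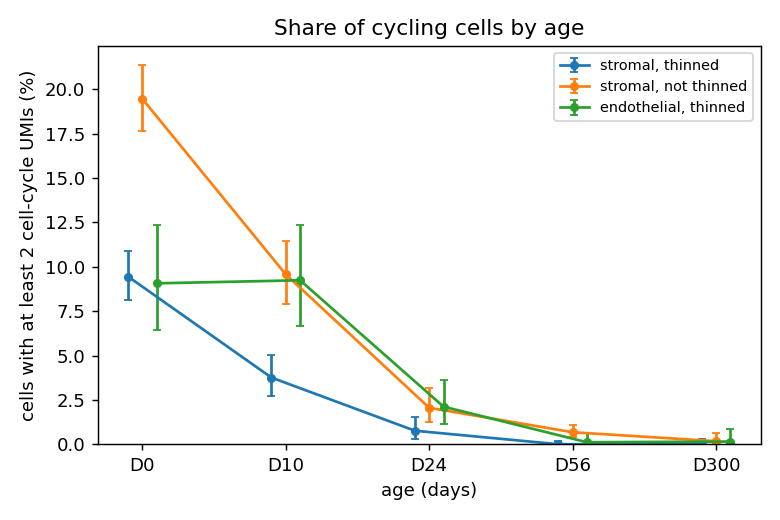
Share of cells with at least 2 UMIs over 6 cell cycle genes (%, vertical axis) at each of 5 ages (horizontal axis, equally spaced and not to scale in days), in stromal cells thinned to 2000 UMIs, stromal cells without thinning and thinned endothelial cells; bars are exact 95% binomial intervals and each point is 1 sample. The thinned stromal share fell from 9.45% at D0 to 0 of 1167 cells at D300.

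Expression in the stromal pool at each age was then compared with the adult node at D56, without a test. The pools held 14531990 UMIs from 1788 cells at D0, 8911917 from 1118 at D10, 7370213 from 925 at D24, 16389675 from 2367 at D56 and 5952672 from 1167 at D300. Over genes of at least 50 CPM in the higher age, the median absolute log2 ratio to D56 was 0.51 at D0 (3209 genes), 0.43 at D10 (3104 genes), 0.32 at D24 (2977 genes) and 0.36 at D300 (2736 genes). Summing FRC-like cells alone moved it most at D0 (to 0.62), D10 (to 0.52) and D300 (to 0.30). At D24 leaving out the filter on cells moved it most, to 0.35, while FRC-like cells alone gave 0.29. These distances mix changes within cells with the changing share of each class.

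The largest rises at D0 were pancreatic enzyme genes, whose transcripts were found in nearly every cell of all types at this age. Clps (chromosome 17, 28558149 to 28560766) had 225 CPM at D0 against a single count at D56, a log2 ratio of 11.85 with a counting interval of 9.37 to 17.15. Ctrb1 (chromosome 8, 111686519 to 111691010) had 522 CPM at D0 and 0 counts at D56, a log2 ratio of at least 11.48. Prss2 followed with 100.9 CPM and a log2 ratio of 10.69 (8.21 to 15.996). The largest falls at D0 were Pla1a with a log2 ratio of -7.69 (0.757 against 157 CPM), Mmp3 with -7.62 (0.895 against 176 CPM) and Inmt with -6.58 (8.46 against 809 CPM). At D10 the largest rises were Col9a2 with 7.64 (122 against 0.610 CPM), Dlk1 with 6.42 (359 against 4.21 CPM) and 2810417H13Rik with 6.25 (78.9 against 1.04 CPM). The largest falls at D10 were Ces1d with -6.49, Pla1a with -5.80 and Ptgs2 with -5.30.

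At D24 the largest rises were again Clps with 11.02 (8.54 to 16.33, against 1 count at D56), Prss2 with 10.44 and Ctrb1 with at least 10.39. The largest falls at D24 were Gm2564 with -5.22 (5.16 against 192 CPM), Gm8797 with -4.21 (52.6 against 973 CPM) and Ces1d with -3.73. At D300 the largest rises were Gm42726 with 8.33 (78.3 against 0.244 CPM), Hba-a1 with 7.18 (79.8 against 0.549 CPM) and Hba-a2 with 6.79. The largest falls at D300 were Gm2564 with -5.11, Ptx3 with -3.68 (21.8 against 280 CPM) and Gm8797 with -3.45. The values of Gm2564, Gm8797, Hba-a1 and Hba-a2 are uncertain because near-identical copies share their reads, and Gm42726 (chromosome 5, 65587716 to 65591440) is annotated as antisense, with the use of strand in counting not stated.

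Among genes the study names for these samples, Cxcl13 (chromosome 5, 95956951 to 95961068) stood at 43.9 CPM at D56 and at log2 ratios of 2.00 at D0 (1.88 to 2.12), 2.35 at D10 (2.23 to 2.47), 0.05 at D24 (-0.14 to 0.24) and -0.90 at D300 (-1.17 to -0.64). Tnfsf11 gave 0.53, 1.83, -0.09 and 0.66 from 50.2 CPM at D56. Madcam1 gave 0.39, -0.02, -0.69 and -1.11 from 63.8 CPM. Ccl19 (chromosome 4, 42754525 to 42756577) gave -0.68, -0.04, -1.26 and -1.21 from 1914 CPM. Cd34 (chromosome 1, 194938819 to 194961279) gave 0.66, -0.71, 0.06 and -1.55 from 353 CPM. Cdk1 (chromosome 10, 69335146 to 69352938) gave 3.71 (3.41 to 4.03), 3.04 (2.72 to 3.37), 1.21 (0.79 to 1.63) and -1.66 (-2.71 to -0.76) from 5.86 CPM. Il6 gave -2.54, -3.82, -0.50 and 0.43 from 552 CPM. Aldh1a2 gave -1.48, -3.54, 0.63 and -2.71 from 40.6 CPM. Cxcl9 gave -0.28, -0.45, -0.46 and -0.58 from 27.3 CPM, and Ptgis gave 0.36, -0.73, 1.55 and -1.38 from 104 CPM. Differences from D56 were not detectable at this depth for Madcam1 at D10 and for Cxcl13, Tnfsf11 and Cd34 at D24, where TMM scaling also turned the sign of Cxcl13 (-0.06) and Cd34 (-0.05).

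Several of these genes mark a class, so their level in the pool follows its composition. In CD34-like cells alone Cxcl13 was lower at D0 (-0.60) and higher at D300 (3.20) than at D56, while the interval at D10 (-1.12) included 0. Without alignment Ccl19 rose at D0 (0.40), Cd34 fell at D0 (-0.86) and Cxcl9 rose at D0 (0.72). That D0 pool also held 134 cycling or Schwann-like cells among its 758 cells. Cxcl9 at D0 was 0.19 when no cell was filtered out, with an interval that included 0. With adjacent-tissue-like cells kept, Madcam1 was lower at D0 than at D56 (-0.20), and Tnfsf11 (-0.01) did not differ detectably. Ptgis was higher at D10 than at D56 in FRC-like cells alone (0.55) and did not differ detectably in CD34-like cells alone (0.04). Il6 at D300 was lower in CD34-like cells alone (-1.13) and higher in the pool.

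**Figure D3:**
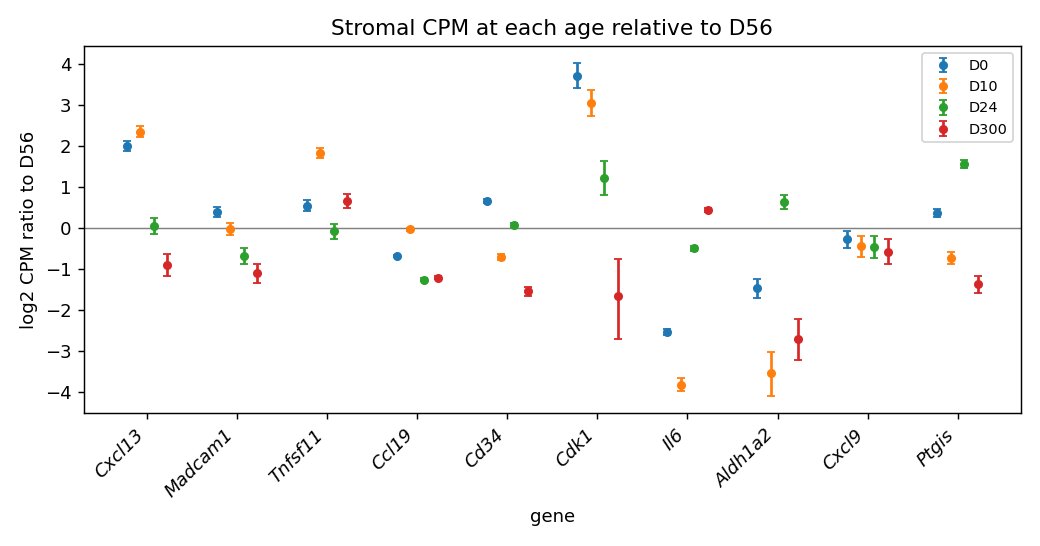
Log2 ratio of CPM to D56 in the stromal pool (vertical axis) for 10 genes (horizontal axis) at D0, D10, D24 and D300, 1 sample per age; bars are 95% intervals from counting error. Cdk1 fell from 3.71 at D0 to -1.66 at D300, and Il6 was lowest at D10 with -3.82.

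Early ages (D0, D10 and D24) were compared with adult ages (D56 and D300) to ask which genes separate them beyond the differences among the ages of each side. Of 12846 genes tested, 1 passed the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) and 2499 had an unadjusted p under 0.05. This gene was Cyth1 (chromosome 11, 118132019 to 118248592, minus strand, protein coding), with a log2 fold change of 3.80, a standard error of 0.24 and an adjusted p of 0.0473 (edgeR quasi-likelihood, Benjamini-Hochberg). Its level was 130, 155 and 166 CPM at D0, D10 and D24 and 9.40 and 8.74 CPM at D56 and D300, higher in 3 of 3 early ages than in either adult age. The tool moved the count, since DESeq2 called 852 genes (459 higher and 393 lower in early ages), at a false call rate above that of edgeR in the simulation (54 against 6 false calls). Without D24 edgeR called 226 genes and without D10 13 genes, while without D0, D56 or D300 it called 0. The log2 fold change of Cyth1 was 3.91, 3.78, 3.66, 3.78 and 3.82 without D0, D10, D24, D56 and D300, and its adjusted p (edgeR quasi-likelihood, Benjamini-Hochberg) stayed under 0.05 without D10 or D24 only. Over all alternatives its log2 fold change lay between 3.34 and 4.17. It was also higher in early endothelial cells (3.34). The count depended on how age entered the model, since a slope on log2 of age over the same 5 pools called 613 genes by edgeR, 320 rising and 293 falling with age, and 1757 by DESeq2.

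The comparison of FRC-like with CD34-like cells addressed which transcription factors separate both lineages. Over 11606 genes, 3327 passed the threshold (edgeR quasi-likelihood, Benjamini-Hochberg), of which 1557 were higher and 1770 lower in FRC-like cells, and 4611 had an unadjusted p under 0.05. The classes were formed from the same counts, so this number is no independent evidence that they differ. Outside clustering and marker genes, 2265 of 9841 genes passed, with 962 higher and 1303 lower. Of the 3327 genes, 2984 had the same direction in all 5 ages, which a test with the age as a block favours. Leaving out the age block moved the count most, to 1828, and leaving out D56 lowered it to 2104. DESeq2 called 3209 genes.

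By the naming rule, which 594 genes met, the largest rises in FRC-like cells were Irf8, Abcc9 and Rasa3. Irf8 (chromosome 8, 120736358 to 120756694) had a mean of 180 CPM against 11.9 CPM, a log2 fold change of 4.09, a standard error of 0.17 and an adjusted p of 7.0e-06 (edgeR quasi-likelihood, Benjamini-Hochberg). Abcc9 (chromosome 6, 142587862 to 142702315) had 89.0 against 11.6 CPM with a log2 fold change of 3.17, and Rasa3 (chromosome 8, 13566948 to 13677603) 65.4 against 13.4 CPM with 2.65. The largest falls were Ebf2 (chromosome 14, 67233292 to 67430918) with 6.33 against 132 CPM, a log2 fold change of -5.03, a standard error of 0.75 and an adjusted p of 0.00150 (edgeR quasi-likelihood, Benjamini-Hochberg), Fam129a with -2.44 (10.7 against 58.2 CPM) and Calml4 with -2.36 (13.7 against 71.6 CPM). All 6 genes had the same direction in 5 of 5 ages. Irf8 and Ebf2 are on the study's list of transcription factors, which was kept out of the variable genes. The rule could thus not remove them as clustering genes, as it could other genes, so their rank is not that of an open search.

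Transcription factors that the study assigned to the FRC or the CD34 path were tested over all genes and also adjusted over the list alone (edgeR quasi-likelihood, Benjamini-Hochberg). The study chose the list on these samples, so the latter is not independent evidence. It assigned the factors by binding sites in accessible chromatin and by differential expression at branching points within each path. That is another contrast than FRC-like against CD34-like cells, so directions and missing calls here do not contradict the study. Of the 7 factors of the CD34 path, 5 were called, 4 of them with more expression in CD34-like cells. These were Ebf2, Klf3 with a log2 fold change of -1.13, Nfix with -1.04 and Xbp1 with -0.43, each lower in FRC-like cells in 5 of 5 ages. Irf2 was called in the other direction with 0.54, higher in FRC-like cells in 5 of 5 ages. Nfib (0.25) was called only over the list alone and Cebpa (0.03) in neither. Factors of the FRC path that were called and higher in FRC-like cells included, beside Irf8, Irf5 with 1.94, Prdm1 with 2.21 and Batf with 1.97, each in 5 of 5 ages, and Bhlhe40 with 1.47, Ebf3 with 1.37 and Rela with 0.50, each in 4 of 5 ages. Ebf1 was called with -0.65, lower in FRC-like cells in 5 of 5 ages. Nfkb1 (0.89) was called only over the list alone, and Irf3 (0.12), Clock (-0.23) and Ddit3 (-0.01) in neither. Irf5, Prdm1 and Batf had means under 10 CPM in both classes.

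Some of these calls rested on single ages or on the clustering. Xbp1 was no longer called without D0 (-0.36), D10 (-0.44), D24 (-0.37) or D56 (-0.42), nor without alignment (-0.12), with Xist-only D10 cells (-0.40) or without the age block (-0.38). Rela was lost without D0 (0.48), D24 (0.40), D56 (0.58) or D300 (0.42), with no filter on cells (0.50), with the highest doublet scores left out (0.50) and without the age block (0.56). The call was also lost for Ebf3 without D24 (1.28), D56 (1.13) or D300 (1.20) and at resolution 0.5 (1.13), for Bhlhe40 without D56 (1.37) or the age block (1.27) and for Prdm1 without D24 (2.00) or the age block (2.22). Nfkb1 was called under 7 alternatives, which were RLE size factors (0.92), DESeq2 (0.91), no filter on low counts (0.89), no filter on cells (0.95), the highest doublet scores left out (0.96), Xist-only D10 cells (1.08) and leaving out D10 (1.12). Cebpa and Ddit3 changed sign between alternatives around a fold change near 0.

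The difference between FRC-like and CD34-like cells was also tested for a change between early and adult ages. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 11606 genes, with 689 at an unadjusted p under 0.05. DESeq2 called 11 genes, and without a filter on low counts edgeR called 125. Leaving out D0 gave 2 genes, leaving out D56 gave 1, and leaving out any other age gave 0. The log2 difference of Cxcl13 between FRC-like and CD34-like cells was 5.48, 5.49, 4.52, 2.59 and -3.29 from D0 to D300, a change in sign at D300 that was not called by the interaction test.

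Sex-linked genes were examined in every sample. Xist (chromosome X, 103460366 to 103483254) was found in 97.7% of kept cells at D0, 97.0% at D24, 97.0% at D56 and 94.8% at D300, but in 21.0% at D10. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together amounted to 102 CPM at D10, 0.136 CPM at D0, 0.0790 CPM at D24, 0 at D56 and 0.0989 CPM at D300. At D10, 390 cells had Xist only, 886 a Y-linked UMI only, 23 both and 668 neither. Age and sex are thus confounded at D10. With D10 restricted to cells with Xist and no Y-linked UMI, its median absolute log2 ratio to D56 was 0.44 instead of 0.43, the CD34-like share of both classes was 11.7% instead of 15.1%, and edgeR called 0 genes between early and adult ages (2245 at an unadjusted p under 0.05, 852 by DESeq2 with all D10 cells).

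A list of 24 stress-response genes, such as Fos, Jun and Hspa1a, had a median log2 ratio to D56 of -0.73 at D0, -1.54 at D10, -0.77 at D24 and 0.56 at D300 in the stromal pool. The medians lay at percentiles 0.34, 0, 0 and 100 of 10000 matched random lists. In endothelial cells they were -0.86, -0.70, -0.19 and 0.51. A list of 10 imprinted genes, such as Igf2, H19 and Dlk1, had medians of 4.68, 1.70, 0.92 and -0.26 in the stromal pool, at percentiles 100, 100, 100 and 39.95, and of 4.41, 1.81, 0.54 and -0.05 in endothelial cells. Of these 10 genes 5 (Igf2, H19, Dlk1, Meg3 and Mest) also served as markers of adjacent-tissue-like cells, which the pool leaves out by their aligned class. Without alignment, 96.1% of D0 CD34-like cells and 29.4% of D0 FRC-like cells were called adjacent-tissue-like, so the D0 pool may hold such cells. TMM scaling changed the direction of neither list in the stromal pool at any age.

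Some transcripts of other cell types were found in the stromal pool. The 8 pancreatic enzyme genes together had 1274 CPM at D0 and 681 CPM at D24. Hbb-bs had 1.79, 2.92, 2.44 and 1.53 CPM at D0, D10, D24 and D56 and 130 CPM at D300. In endothelial cells Hbb-bs had 1322, 813, 655, 13.7 and 444 CPM. Hba-a1 and Hba-a2 followed the same pattern, with 79.8 and 54.1 CPM in the stromal pool at D300. Cd74 lay between 107 CPM at D0 and 494 CPM at D300. Ptprc was at most 0.672 CPM, Cd3e at most 1.45 CPM and Lyz2 at most 8.05 CPM at any age. Igkc was not used here.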

Values the study reported

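The study reported 15,659 cells past its filters, at 55,000 to 98,000 mean reads per cell across the ages. It kept 9323 cells as non-endothelial, and 5658 mesenchymal cells after perivascular cells and cells of adjacent tissue had been removed.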

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

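The test of how widely pancreatic enzyme transcripts were carried by other cells at D0 and D24 was chosen only after the result was seen, while the share held by the cells with the most such UMIs was fixed before it was measured.

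A cluster of 37 kept cells that entered no comparison carried signals seen in few other cells. In 13 of its cells, all at D0, over 10% of UMIs came from 8 pancreatic enzyme genes, and 14 such cells were found among all 13197 kept cells. The 18 cells of this cluster at D0 held 477106 CPM of these transcripts and a median of 12546.5 UMIs, against 7497 in all kept cells at D0. None of the 8 genes belongs to a marker list of the stromal or endothelial classes. Acinar cells of the pancreas, which lies beside the mLN, are a candidate source of these 13 profiles. That the transcripts were spread evenly as free RNA over all droplets could not be decided by the test fixed beforehand, since the 1% of D0 cells with the most such UMIs held 79.0% of them while other cells also carried them. That test had named D300 too, where 0 such UMIs were found. A second test looked at stromal and endothelial cells with at most 10% of such UMIs, which left out 1 acinar-like cell of the stromal pool at D0. At D0 99.8% of stromal and 99.5% of endothelial cells carried such a UMI, at 1141 and 1043 CPM, and at D24 97.3% and 98.2% did, at 681 and 813 CPM, so the lowest of the 4 shares was 97.3%. Nearly all cells of both types carried them, in line with free RNA in the droplets of these samples. The 1% of D0 cells with the most held 9.66% of these UMIs in stromal and 4.14% in endothelial cells, so the spread was not fully even. Among all 17692 cells of the matrix, 51 at D0 and 22 at D24 were acinar-like and 0 at the other ages. The filter on cells removed all 22 at D24. That the free transcripts came from such cells was not tested. At D10 the share was 5.19% of kept cells and at D56 0.163%, so such transcripts were not equally present at all ages. The large ratios of Clps, Ctrb1 and Prss2 at D0 and D24 may therefore reflect free RNA, while a difference by age itself stays open and was not tested.

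In 11 cells of the same cluster a Cd3 UMI was found, 10 of them at D300 and 1 at D24, and 10 of its cells held a Ptprc UMI. Among all kept cells 68 of 13197 (0.515%) had a Cd3 UMI. The 14 cells of the cluster at D300 had a median of 3795.5 UMIs against 4292.5 in all kept cells of that age, so they were not deeper than single cells. These genes mark T cells, which the sort was set to remove. The remaining cells of the cluster were mixed. Neither a technical nor a biological explanation was tested for the Cd3 signal.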

How the results depend on the processing

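Restricting D10 to cells with Xist only, leaving out the highest doublet scores, endothelial sums, the slope on age by DESeq2 and the cycling shares without alignment were chosen only after the result was seen, and the other alternatives were planned. No paired analysis was possible because the columns carry no replicate numbers, so the planned block of replicate numbers for D300 against D56 was not run. For each age against D56 size factors in place of TMM and the filter on low counts were not run, since the CPM ratios use neither. DESeq2 was not run for these pairs, since 1 sample on each side leaves no spread to test against, nor was leaving out samples, which removes a side or changes nothing. The planned slope on log2 of age gives no value for a single age. Over the 5 stromal pools it had 3 residual degrees of freedom and called 613 of 12846 genes by the quasi-likelihood test of edgeR (320 rising and 293 falling with age, 3304 at an unadjusted p under 0.05) and 1757 by DESeq2. Neither fit was tested on simulated data or against other orders of the ages. The age measure and leaving out samples were not run for shares and cycling cells, which had no test across ages. The cause of the changes below was not tested unless stated.

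For FRC-like against CD34-like cells the count of 3327 genes stayed within 1.5 times under 13 of 15 alternatives, which gave 2522 to 3750 genes. It was 2104 without D56 and 1828 without the age block, a fit that leaves the differences between ages in the error. Over leaving out single ages it ranged from 2104 to 3437. Of 352 values of single genes in this comparison, 309 kept their direction and their side of the threshold, 25 lost the call, 7 gained it and 11 changed direction. The changes of direction concerned Cebpa, with 0.03 in the reported fit, and Ddit3, with -0.01. Cebpa turned to -0.00598 with no filter on cells, -0.0265 with Xist-only D10 cells and -0.0737 at resolution 0.5, and ranged from -0.0185 (without D10) to 0.128 (without D24) when single ages were left out. Ddit3 turned to 0.00748 with RLE size factors, 0.00696 with DESeq2, 0.0353 without alignment, 0.0319 with Xist-only D10 cells and 0.0314 without the age block. It ranged from -0.103 (without D300) to 0.135 (without D10), and was also positive without D24 (0.0468). None of these passed the threshold. Without the age block Irf2, Xbp1, Rela, Bhlhe40, Prdm1, Ebf1 and Batf were no longer called.

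For early against adult ages the count of 1 gene fell to 0 with RLE size factors, with the highest doublet scores left out, without alignment, with Xist-only D10 cells, with adjacent-tissue-like cells kept and in FRC-like cells only. Between 2245 and 2554 genes had an unadjusted p under 0.05 by edgeR in these fits, and DESeq2 called 852 in the stromal pool. The count rose to 7 without a filter on low counts, to 3 in blood endothelial-like cells, to 2 in all endothelial cells and to 161 in lymphatic endothelial-like cells. Leaving out single ages gave 0 to 226 genes, with 226 without D24, 13 without D10 and 0 without D0, D56 or D300 (1600, 2010 and 811 genes at an unadjusted p under 0.05 by edgeR). Without D56 or D300 a lone adult sample is assumed to vary like the early ages. The adjusted p of Cyth1 (Benjamini-Hochberg) ranged from 2.66e-36 by the Wald test of DESeq2 to 0.264 by the quasi-likelihood test of edgeR without D300, and its direction was the same in all 19 alternatives. Its call was lost in 9 of them.

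The interaction of class with age gave 0 genes by edgeR in the reported fit, with 689 at an unadjusted p under 0.05, and 0 under 9 of 13 alternatives. It gave 11 with DESeq2 and 125 without a filter on low counts. Over leaving out single ages it gave 0 to 2 genes, with 2 without D0 and 1 without D56.

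The median absolute log2 ratio to D56 moved by more than the counting band of the stromal pool at that age in 17 of 29 values. This band was not computed for the smaller sums, whose counting error is larger. D0 stayed farthest from D56 and D10 next under every alternative run. Without alignment, with 134 cells of other clusters in the D0 pool, it was 0.572 at D0, 0.440 at D10 and 0.351 at D300. With no filter on cells it was 0.542 at D0, 0.454 at D10, 0.348 at D24 and 0.347 at D300, a difference between D24 and D300 below counting error. With adjacent-tissue-like cells kept it was 0.528 at D0, 0.424 at D10 and 0.352 at D300. In FRC-like cells only it was 0.623 at D0, 0.517 at D10, 0.291 at D24 and 0.303 at D300. In CD34-like cells only it was 0.461 at D0, 0.370 at D10 and 0.317 at D300. Of 464 values of single genes against D56, 307 stayed within the counting interval of the reported value, 135 left it without a change of sign past counting error, and 22 changed sign.

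Without alignment these were Ccl19 (0.40), Cd34 (-0.86) and Cxcl9 (0.72) at D0 and Ccl19 at D10 (0.0109). With no filter on cells they were Cxcl9 at D0 (0.19) and Ccl19 at D10 (0.0275). Ccl19 at D10 also turned with the highest doublet scores left out (0.00238) and in Xist-only cells (0.15). With adjacent-tissue-like cells kept Madcam1 (-0.20) and Tnfsf11 (-0.0147) turned at D0. In FRC-like cells only Ptgis turned at D10 (0.55). In CD34-like cells only the changes were Cxcl13 (-0.60), Madcam1 (-1.56) and Ptgis (-0.42) at D0, Cxcl13 (-1.12), Cd34 (0.54) and Ptgis (0.0437) at D10, and Cxcl13 (3.20), Cdk1 (1.63), Il6 (-1.13), Cxcl9 (0.33) and Ptgis (0.00346) at D300. The last set rests on 189 cells at D300. Ccl19 at D10 had a ratio of -0.04 in the reported values, so its sign is not settled.

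The share of CD34-like cells among FRC-like and CD34-like cells moved beyond its interval in 13 of 31 values. Without alignment it was 7.47% at D0, 2.41% at D10, 55.6% at D24, 49.0% at D56 and 23.5% at D300. At resolution 0.5 it was 49.0% at D0, 44.6% at D56 and 20.4% at D300. Clustered without age-dependent genes it was 51.1% at D0 and 39.0% at D56. With no filter on cells it was 52.4% at D0 and 43.5% at D24, and in Xist-only cells 11.7% at D10. The other 18 values stayed within the interval. Among all non-endothelial cells the share moved beyond its interval in 13 of 31 values for FRC-like, 14 for CD34-like, 14 for adjacent-tissue-like and 12 for perivascular-like cells. FRC-like shares at resolution 0.5 left it at all 5 ages, upward at D0 and downward at the others.

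The share of cycling cells moved beyond its interval in 14 of 35 values, most of them from changes in the threshold or depth themselves. Without thinning it was 19.5% at D0, 9.57% at D10, 2.05% at D24 and 0.676% at D56. At a threshold of 1 UMI it was 20.02%, 11.7%, 3.59%, 1.69% and 0.771% from D0 to D300, and at a threshold of 4 UMIs it was 5.54% at D0, 2.06% at D10 and 0.109% at D24. With no filter on cells it was 11.5% at D0 and without alignment 27.0% at D0, where the stromal pool held other cells. D0 had the highest share, followed by D10 and D24, under each of these. Depth limits the cycling shares, since thinning to 2000 UMIs left 0 cycling cells at D56 and D300 where 0.676% and 0.171% were found without it. The number of cells sets the limits of 0.127% and 0.257% on the thinned measure at these ages.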

Other observations

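The tests of the sex of the D10 cells, of both alignment effects, of stress-response genes, of ribosomal pseudogenes, of imprinted genes in endothelial cells and of other groupings of the samples were chosen only after the result was seen.

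Only D10 carried Y-linked transcripts above background. Xist and Y-linked UMIs excluded each other there, as 23 cells held both against 190.9 expected if they were independent, which is what separate male and female cells would give. Of the D10 cells with Xist 5.57% carried a Y-linked UMI, against 57.0% of those without, so free RNA of male cells spread over female droplets is excluded as the source of the Y-linked signal. D10 may thus hold cells of mice of both sexes. Whether sex alone set D10 apart from D56 was tested with Xist-only cells. Their median absolute log2 ratio to D56 was 0.436 against 0.433 for all D10 cells. That difference is below the counting band of 0.00666 for all D10 cells, and no band was computed for the smaller Xist-only sum. Sex is therefore excluded as the whole cause of that distance, while single genes and the CD34-like share (11.7% in Xist-only cells) stay open to it.

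The D0 cells called CD34-like with aligned ages were called adjacent-tissue-like without alignment in 96.1% of cases. Over 2102 genes outside the clustering, their difference from FRC-like cells correlated with that of D56 CD34-like cells at r = 0.55, between the values of D0 adjacent-tissue-like cells (0.44) and D24 CD34-like cells (0.84), and at 0.91 with D0 adjacent-tissue-like cells, where both subtract the same D0 FRC-like sum. These correlations run across genes, which are not independent replicates. Whether alignment moved adjacent-tissue-like cells into this class or whether young CD34-like cells resemble adjacent tissue cannot be told apart from these values, because every gene reflects both class and age with 1 sample per age. The D56 cells called adjacent-tissue-like with alignment were called CD34-like without it in 93.9% of cases. Their difference from FRC-like cells correlated more closely with D56 CD34-like cells (r = 0.76) than with D0 adjacent-tissue-like cells (0.54). Both D56 differences subtract the same FRC-like sum, so a higher r within an age needs no shared class, and whether alignment drew CD34-like cells into the adjacent-tissue-like class at D56 cannot be told apart from a true adjacent-tissue-like class.

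Stress-response genes lay below D56 at D0, D10 and D24 and above it at D300. Stromal and endothelial medians were on the same side of D56 in 4 of 4 ages (-0.73 and -0.86 at D0, -1.54 and -0.70 at D10, -0.77 and -0.19 at D24, 0.56 and 0.51 at D300). Single classes were not all alike. In blood endothelial-like cells at D24 the median was -0.04, with 12 genes higher and 12 lower (percentile 30.55 of random lists), and in CD34-like cells at D300 it was 0.01 (percentile 72.17). A difference in handling between whole libraries and an effect of age therefore cannot be told apart here, since the pooled medians go together and these classes do not. All 4 ages also share D56 as reference.

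Genes named as ribosomal pseudogenes changed in steps. For 10 of them with at least 10 CPM, the log2 ratio to the parent gene stayed within a median range of 0.22 over D0, D10 and D24 in stromal and in endothelial cells, while the steps from D24 to D56 and from D56 to D300 had a pooled median size of 0.95 in stromal and 0.93 in endothelial cells. Of 20 such steps 19 had the same direction in both cell types. For example Rpl10-ps3 stood at a log2 ratio of -5.80 at D24, -3.12 at D56 and -4.58 at D300 in stromal cells and -5.81, -3.12 and -4.46 in endothelial cells. This is consistent with sequencing or mapping that differed between the early samples, D56 and D300, for instance in read length or annotation, as reads of pseudogenes and parents are nearly identical. The study credits its D56 data to an earlier publication, so a separate batch for D56 is a possibility that the design does not remove. A batch would coincide with age, so differences of the early ages from D56 and D300 would carry it, and a true age effect on these genes stays open. Cyth1 also rose in early endothelial cells of all kinds (3.34), so its step between D24 and D56 may have the same origin, which was not tested for it.

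Imprinted genes were far higher at D0 than at D56 in endothelial as well as stromal cells. If free RNA of D0 fibroblasts were the source, their endothelial level would be the same percentage of the fibroblast level as for matrix genes. The imprinted genes reached a median of 19.8% against 8.02% for Col1a1, Col1a2, Col3a1 and Dcn, the largest of which was 8.49%, and 10 of 10 imprinted genes lay above that. By these comparison genes, free RNA of D0 fibroblasts alone would not account for the imprinted genes as a set. Dlk1 (9.60%) and Meg3 (9.38%) lay close to the matrix level, and for these it may account for most of the signal. Free RNA of other cells was not tested. The comparison genes were changed after the values were seen. Sparc had been among them, at 46.6%, and was left out because endothelial cells make it themselves. With Sparc kept, the largest comparison gene would exceed the imprinted median, so the test does not exclude free RNA of fibroblasts independently of that choice. Expression of imprinted genes by D0 endothelial cells remains a hypothesis, with age confounded with sample.

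The number of genes between FRC-like and CD34-like cells was compared with other groupings of the 10 sums. Of 100 splits into 5 against 5 drawn from 126, 1 gave as many genes, the real one, and no other gave more than 1 gene. Swapping classes within ages gave as many genes in 1 of 16 ways, the real one, a share of 0.0625. The classes were formed by clustering the same counts, so the real split had to give the most genes, and these splits do not decide whether chance can be excluded. For early against adult ages 3 of 10 splits gave as many genes, the real one included. The splits that grouped D10 or D24 with both adult ages gave 4 and 3 genes against 1, and 10 splits cannot give a share under 0.1, so chance cannot be excluded for that count.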
